A study of Mus musculus with 2 samples.

How the data were processed

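RNA was measured in whole uterus from 2 C57BL/6 mice on day 4 of pregnancy, 1 sequencing library per animal. The labels give a single group and no treatment or genotype contrast, so the libraries are called uterus 1 and uterus 2 after the numbers in their titles. Per the labels' protocols, RNA was extracted with TRIzol, libraries were made from 1 microgram of total RNA with the TruSeq RNA kit, and the series' design text adds poly-A purification and HiSeq2500 sequencing. The authors normalized each gene's expression to RPKM (reads scaled to transcript length and to the size of the library), per the labels. The aligner, counting program, annotation release and use of strand are not stated in the labels or the file headers.

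Both deposited tables hold the same RPKM values. The main table lists 22740 genes. The annotated table lists 23366 rows with an identifier, chromosome, strand, start and end. All 22740 shared genes have identical values in both tables, and the 626 further rows all have symbols that start with Mir. Results come from the main table, and the further rows were used as an alternative and in the closing section. Of the main table's genes, 20445 carry an NM_ identifier (protein-coding transcripts) and 2295 an NR_ identifier (non-coding transcripts). No symbol is repeated. Of the mitochondrially encoded genes, none was analysed here. Every column of values was matched to a library.

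The build is not named in the headers. The deposited coordinates were compared with the GENCODE M1 annotation of mouse build NCBIM37. Of the 21203 genes matched by symbol and chromosome, 12380 had an annotated transcript start 1 base after the deposited start, 781 at the deposited start, and 12279 had an annotated transcript end at the deposited end. Deposited starts were therefore read as counted from 0, and coordinates are given counted from 1 on NCBIM37.

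RPKM values are not counts, but the reads behind them were recovered. In each library the lowest values of single-exon genes of known length were whole multiples of what 1 read is worth, which gave scaling totals of 3834174 (uterus 1) and 4256101 (uterus 2) after rounding. Before rounding these totals are not whole numbers, so they are not plain read totals. Among other single-exon genes above 0, 95.2% of 505 values in uterus 1 and 94.3% of 506 values in uterus 2 came out as whole reads. These shares, and the next count, depend on a tolerance for calling a number whole that is not given here. For all 16104 genes above 0 in both libraries, the ratio of the scaled values matched a ratio of whole numbers. A factor common to both reads cannot be seen from that ratio. It was chosen by weighing small factors against closeness to an annotated transcript length, with a scale of 0.05 in the logarithm of the length. For 1015 genes without an annotated length, the reads are the smallest possible. Recovered reads summed to 3724229 in uterus 1 and 4136436 in uterus 2, and the smallest possible sums were 3486571 and 3873969. The median gene with a mean of at least 1 RPKM held 113 and 123 reads. The median gene between 1 and 2 RPKM held 13 and 14. Intervals and read limits cover counting error only, since PCR copies are not independent molecules.

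The design, the gene lists and most alternatives were fixed before the data were examined. A gene was called detected at 1 RPKM in both libraries. Ratios are log2 of uterus 2 over uterus 1 after a pseudocount of 0.1 RPKM, over genes with a mean of at least 1 RPKM, and this scale understates the change of low genes. Correlations were taken across genes above 0 in at least 1 library, with intervals from 200 resamplings of genes. Pearson's r was taken on log2 RPKM after the same pseudocount, and Spearman's rho on RPKM. Genes are not independent replicates, so no p-value is given for them. With 2 libraries in 1 group no test between groups exists. For gene lists with at least 4 members at a mean of 1 RPKM or more, the median log2 ratio was placed among 10000 random lists of the same size matched on mean RPKM in 20 classes. A list outside the central 95% (percentiles 2.5 to 97.5) was called apart. Genes were named by a rule: the 10 with the highest mean RPKM, the 5 with the largest log2 ratio toward each library among genes with a mean of at least 10 RPKM, and members of 16 fixed lists of cell-type, hormone-response and neighbouring-tissue genes. Ribosomal protein and histone genes were taken by symbol as further lists. The 16 fixed lists cover progesterone and receptivity, oestrogen response, epithelium, glands, stroma, smooth muscle, endothelium, leukocytes, red blood cells, fat, ovary and oviduct, decidua, blastocyst, Y chromosome, immediate early and cell division genes. The table uses the older symbols Irg1 for Acod1, Emr1 for Adgre1 and Spink3 for Spink1, and Cxcl15 of the gland list was not analysed here. For the planned beta globins Hbb-bs and Hbb-bt, the entries Hbb-b1 and Hbb-b2 were used. The entry Beta-s was not a member of the list. A marker gene used in the closing section is not reported here.

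The recovered reads of the 2 libraries were compared by a chi-square per gene (at least 20 reads in sum) and by a two-sided exact binomial test (at least 6 reads in sum, Benjamini-Hochberg adjusted p under 0.05). Both compare these libraries, not conditions. Counting noise was simulated 100 times with 1 shared level per gene. Methods were tested on simulated data. Among 15080 simulated genes above 0 in both libraries, the ratio of reads was recovered for 100% and the reads themselves exactly for 93.8%, with 98.3% of the true total in each library. With 177 tested genes changed 4-fold among 14258, the exact binomial test called 87.0% of them and 6 unchanged genes. Of 300 unshifted random lists of 7 genes, 3.33% fell outside the central 95%, and all lists shifted by 0.5 were found (100%). These lists held random genes with counting noise alone, so they do not check lists whose genes move together.

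Alternatives were other pseudocounts (0.01 and 1), thresholds and filters, rescaling each library to 1000000 (a TPM scale), centring, summing repeated symbols, leaving out mitochondrially encoded genes, matching on length, and leaving out each library. The use of all annotated rows, and of NM_ rows alone, was chosen after seeing the data. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.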

Results

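Gene expression was measured by RNA sequencing in the whole uterus of 2 mice on day 4 of pregnancy, the day on which the mouse uterus becomes receptive to the embryo. Both libraries belong to 1 group, so the data describe the level of each gene in this tissue and how closely 2 animals resembled each other. Values are the authors' RPKM, given as mean ± SD over the 2 uteri. Recovered reads summed to 3724229 in uterus 1 and 4136436 in uterus 2.

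At a threshold of 1 RPKM, 13602 genes were detected in uterus 1 and 13651 in uterus 2. Of the 22740 genes, 13280 (58.4%) were detected in both, and 693 in only 1 of them. The threshold of 2 RPKM moved the count most downward, to 12097, and the TPM scale moved it most upward, to 14417. At 10 RPKM or more in both there were 6924 genes, and at 100 RPKM or more 436. A further 5314 genes were listed at 0 in both uteri.

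The 10 genes with the highest mean held 14.7% ± 0.0271 (SD, n = 2) of the summed RPKM. Restricting the table to NM_ identifiers moved this share most, to 6.13%. Rmrp (NR_001460, chromosome 4, 43505657 to 43505931), the RNA component of RNase MRP, was highest at 23896 ± 2865 RPKM (SD, n = 2). Rpph1 (NR_002142, chromosome 14, 51427122 to 51427446), the RNA component of RNase P, followed at 16043 ± 3449 RPKM. Both RNAs are non-coding and lack a poly-A tail. The ribosomal RNA precursor Rn45s (NR_046233, chromosome 17, 39979942 to 39985774) lay at 2697 ± 635 RPKM. Eef1a1 was the highest protein-coding gene at 5930 ± 356 RPKM, and the long non-coding RNA Malat1 lay at 3591 ± 188 RPKM. The other 5 were Rpl41 at 2087 ± 60.5 RPKM, Scarna2 at 2021 ± 129 RPKM, Actb at 2011 ± 113 RPKM, Col3a1 at 1924 ± 22.1 RPKM and Tmsb4x at 1903 ± 152 RPKM. Scarna2 spans only 61 bases in the table, and its value rests on 494 and 501 reads, whereas Malat1 held 92589 and 110661 reads.

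The first comparison was between the 2 uteri across genes. Over 17426 genes above 0 in at least 1 uterus, Pearson's r of the log2 values was 0.966 (95% interval 0.964 to 0.967). Spearman's rho was 0.983 (0.982 to 0.984). A pseudocount of 0.01 moved Pearson's r most, to 0.901. Over the 13647 genes with a mean of at least 1 RPKM, the log2 ratio had an SD of 0.44 (95% interval 0.41 to 0.47). The SD was 0.58 between 1 and 10 RPKM (6336 genes), 0.27 between 10 and 100 RPKM (6841 genes) and 0.29 from 100 RPKM (470 genes).

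**Figure D1:**
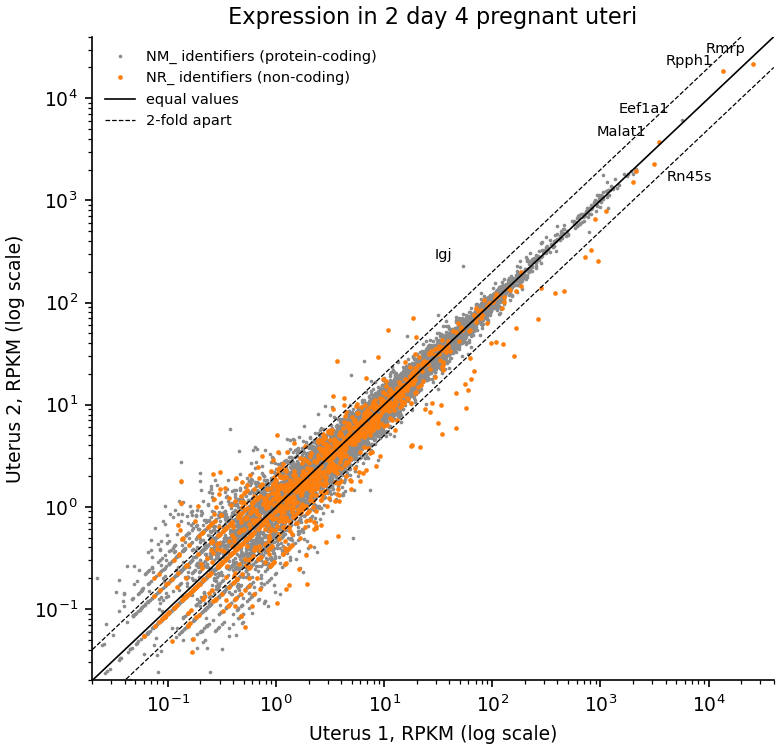
RPKM of each gene in uterus 1 (horizontal axis) and uterus 2 (vertical axis), both on log scales, for genes above 0 in both. Points are genes, coloured by identifier type, the solid line marks equal values and the dashed lines a 2-fold difference; Igj lies above the upper dashed line at 53.2 and 229.7 RPKM.

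Of these 13647 genes, 355 were at least 2-fold apart, 161 higher in uterus 2 and 194 higher in uterus 1. Most lay at low levels: 307 of them between 1 and 10 RPKM. A filter at a mean of 10 RPKM left 48, of which 14 were higher in uterus 2 and 34 higher in uterus 1.

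The difference between the libraries exceeded counting noise. The chi-square was 3.44 per gene over 13366 genes, so the values are not those of 1 library deposited again. That the libraries come from separate animals rests on the labels. Among 7147 genes with at least 100 reads in both, the robust SD of the natural-log ratio was 0.126, against 0.0875 from counting alone. That left a spread of 6.40% per library. Libraries simulated with 1 shared level per gene gave a mean of 233 genes (199 to 266 over 100 simulations) at least 2-fold apart, against 351 observed among genes with recovered reads. At a mean of 10 RPKM or more the simulations gave 14.2 genes (8 to 24), against 48 observed. The exact binomial test called 693 of 15126 genes different between these 2 libraries at a Benjamini-Hochberg adjusted p under 0.05, 324 of them higher in uterus 2. Of 320 tested genes at least 2-fold apart, it called 77.

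**Figure D2:**
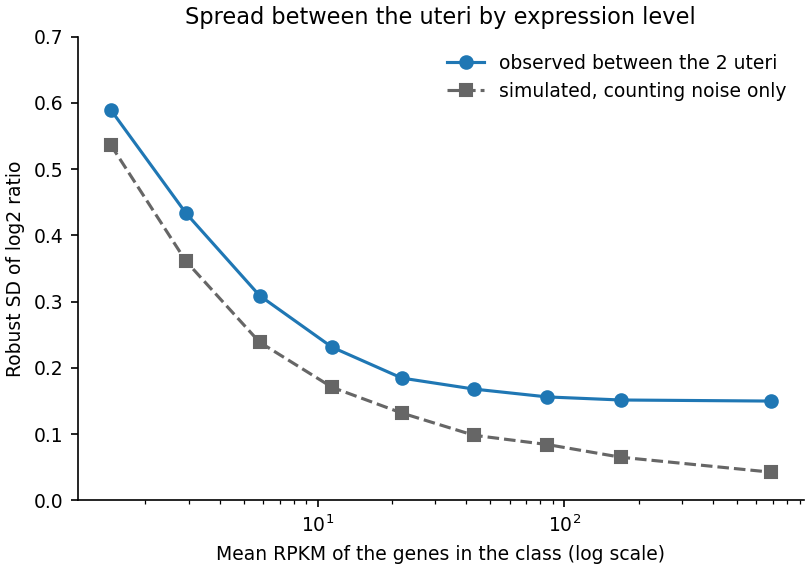
Robust SD of the log2 ratio between the uteri (vertical axis) for genes grouped by mean RPKM (horizontal axis, log scale), observed (circles) and in 1 simulated pair of libraries with counting noise alone (squares). The observed spread fell from 0.59 in the lowest class to 0.15 in the highest, and the simulated spread from 0.54 to 0.04.

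Among genes with a mean of at least 10 RPKM, Serpina1e (NM_009247, chromosome 12) had the largest log2 ratio toward uterus 1. It lay at 22.4 RPKM there, about 139 reads, and was listed at 0 in uterus 2. It belongs to a family of near-identical copies, so its reads are uncertain. The next 4 toward uterus 1 were small nucleolar RNAs with few reads. Snora34 had 21 and 3 reads, Snord16a 12 and 2, Snora21 28 and 5, and Snora69 10 and 2. The exact binomial test gave Benjamini-Hochberg adjusted p-values of 0.0045 for Snora34, 0.00079 for Snora21, 0.0898 for Snord16a and 0.185 for Snora69, so the last 2 were not different at this depth.

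Toward uterus 2, Igj (NM_152839, chromosome 5, 88948834 to 88956922), which encodes the immunoglobulin J chain, rose from 53.2 to 229.7 RPKM, a log2 ratio of 2.11 on 429 and 2055 reads. Slpi (chromosome 2) rose from 6.55 to 26.6 RPKM on 22 and 99 reads. Pcdhb9 (chromosome 18), one of a cluster of similar genes, rose from 4.95 to 19.5 RPKM on 58 and 253 reads. The exact binomial test gave adjusted p-values of 1.7e-214 for Igj, 5.6e-09 for Slpi and 3.0e-23 for Pcdhb9. Rnu73b (1 and 8 reads) and Snord43 (2 and 11 reads) were not different at this depth, with adjusted p-values of 0.296 and 0.225 in the same exact test.

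The second question was how strongly genes of uterine receptivity and of each cell type were expressed. All 16 progesterone and receptivity genes had a mean of at least 1 RPKM, and the list's median was 40.2 ± 1.67 RPKM (SD, n = 2). Hdc was highest at 152 ± 11.5 RPKM, followed by Hoxa10 at 114 ± 2.40 RPKM. Pgr, the progesterone receptor, lay at 72.0 ± 7.90 RPKM and Irg1 at 72.7 ± 2.54 RPKM. Ihh lay at 8.98 ± 1.98 RPKM, Lif at 3.53 ± 0.518 RPKM, Areg at 3.16 ± 1.08 RPKM on 11 and 20 reads, and Calca at 2.98 ± 0.250 RPKM. In the oestrogen response list, with a median of 9.34 ± 1.44 RPKM, the receptor Esr1 lay at 103 ± 5.46 RPKM, C3 at 89.5 ± 8.62 RPKM and Ltf at 55.9 ± 9.90 RPKM, whereas Muc1 lay at 5.59 ± 0.0210 RPKM.

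**Figure D3:**
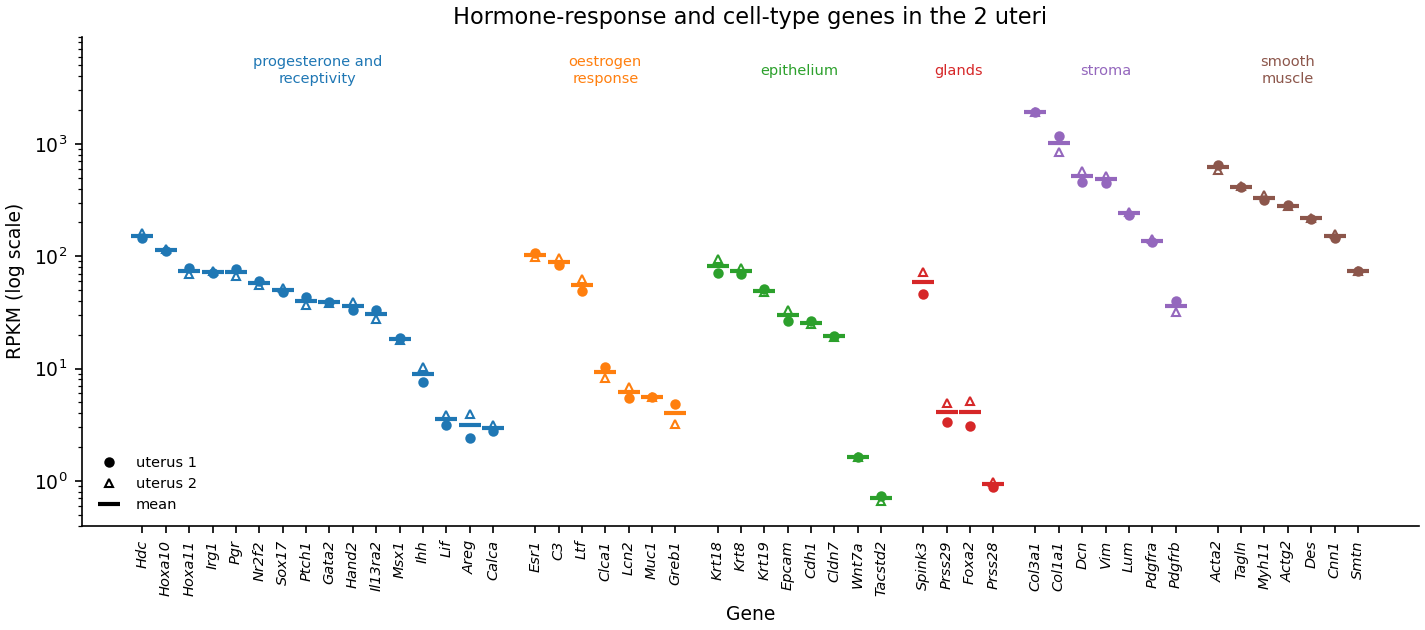
RPKM (vertical axis, log scale) of genes from 6 fixed lists in uterus 1 (filled circles) and uterus 2 (open triangles), with their mean (bars). Stromal and smooth muscle genes lay highest, with list medians of 484 and 282 RPKM.

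Among cell-type lists, the stroma list had a median of 484 ± 52.6 RPKM and the smooth muscle list 282 ± 2.70 RPKM. The endothelium list lay at 30.2 ± 1.98 RPKM, the epithelium list at 27.8 ± 1.95 RPKM, the leukocyte list at 18.96 ± 0.699 RPKM and the gland list at 4.14 ± 1.34 RPKM. Col1a1 differed most within the stroma list in RPKM, at 1184 in uterus 1 and 851 in uterus 2. Ribosomal protein genes had a median of 747 ± 10.2 RPKM over 84 genes, and histone genes 26.3 ± 2.84 RPKM over 68. The cell division list lay at 12.2 ± 0.324 RPKM, and the immediate early list at 5.28 ± 0.774 RPKM. The TPM scale multiplied these levels, for example to 95.1 for the progesterone and receptivity list.

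Lists for neighbouring tissue and for later stages lay near 0. The median RPKM in uterus 1 and uterus 2 was 0.441 and 0.132 for the ovary and oviduct list, 0.378 and 0.170 for the decidua list, and 0.537 and 0.168 for the blastocyst list. These medians rest on a few reads, and taking uterus 2 alone lowers each by more than 1.5 times. Within them, Ovgp1 lay at 7.54 ± 2.49 RPKM and Star at 3.40 ± 0.665 RPKM. Prl8a2 and Prl3c1 were listed at 0, and Bmp2 lay at 1.71 ± 0.960 RPKM on 23 and 11 reads. The fat list had a median of 0. The 4 Y chromosome genes were listed at 0 in both uteri. The 4 globin entries of the red blood cell list, Hba-a1, Hba-a2, Hbb-b1 and Hbb-b2, were also listed at 0. Not all globin entries were, since Beta-s, outside the list, lay at 39.9 RPKM. The ribosomal protein gene Rpl26, which cells in general use, was listed at 0 too. A listed 0 is therefore not read as absence. Alas2 of the red blood cell list lay at 6.69 ± 0.229 RPKM.

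The third comparison asked whether any list differed between the uteri. Of the 11 lists with enough members, 1 stood apart from the random lists. By chance 0.55 would, if the genes of a list varied independently. Genes of a list can move together between any 2 animals, so more may stand apart than that. The median log2 ratio of 55 histone genes was -0.12, below all 10000 random lists (percentile 0), whose central 95% ran from -0.05 to 0.07, and 37 of the 55 were lower in uterus 2. A filter at 5 RPKM moved it most in size, to -0.20. The leukocyte list had the largest ratio upward, 0.16 at percentile 95.3, inside the central 95%. The progesterone and receptivity list had a median of 0.06 (percentile 80.3), the oestrogen response list -0.01 (46.0), epithelium -0.01 (38.8), stroma 0.07 (71.5) and smooth muscle 0.02 (42.7). Endothelium had a median of 6.5e-05 (46.2), immediate early genes -0.03 (47.1), cell division genes 0.05 (70.9) and ribosomal protein genes 0.05 (89.1). The sign of the progesterone, oestrogen, epithelium and immediate early medians changed under at least 1 filter, and the endothelium median was nearly 0, so no direction is given for them. Percentiles describe these 2 libraries.

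**Figure D4:**
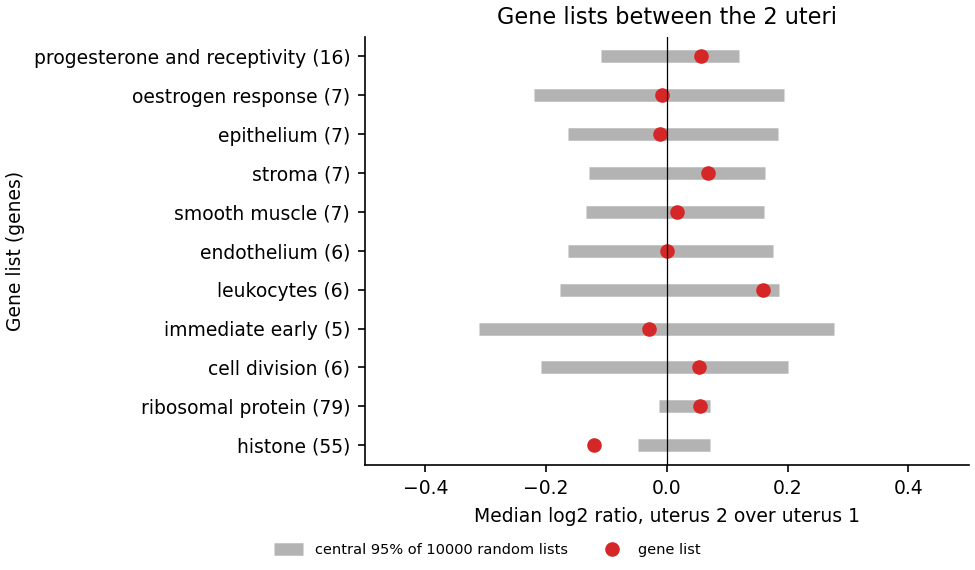
Median log2 ratio of uterus 2 over uterus 1 (horizontal axis) of 11 gene lists (vertical axis, with the number of genes), as points, against the central 95% of 10000 random lists matched on mean RPKM (grey bars). The histone list at -0.12 lies outside its bar.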

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

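The test in this part was chosen after the result was seen. Of the 619 microRNA hairpins under 200 bases in the annotated table, which are outside the main table, 16 held more than 3 reads in both uteri, above the limit that a count of 0 allows. Mir1949, named after its values were seen, lay at 339 RPKM in uterus 1 and 111 RPKM in uterus 2 on 91 and 33 reads, and Mir3064 at 128.5 and 133.3 RPKM on 33 and 38 reads. Reads of longer transcripts that span a hairpin are a candidate explanation. Of 132 hairpins inside a gene of 10 RPKM or more, 6 (4.55%) held such reads, against 10 of 487 others (2.05%, Fisher's exact test, two-sided p 0.123). A hairpin counted as inside anywhere between a gene's start and end, introns included, so the test does not address exons alone. With 16 such hairpins, reads of longer transcripts and mature or precursor microRNA cannot be told apart. The design has no second group, so no biological explanation was tested.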

How the results depend on the processing

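With recovered reads at their smallest possible values, the exact binomial test called 579 of 14885 genes, against 693 of 15126.

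Gene list ratios kept their direction and their side of the threshold in 81 of 87 cases. Many of these cases could hardly change, so the tally is not a measure of stability. Centring shifts a list and its random lists alike, so no percentile moved. Matching on length changes only the random lists, so no direction could change. Random lists from NM_ rows alone left every ratio but that of ribosomal protein genes as it was. The histone list stayed outside the central 95% under all 8 alternatives run, from -0.20 to -0.06, though centring could not move its percentile. The 6 reversals were small and inside the central 95%. A filter at 5 RPKM gave -0.0258 for progesterone and receptivity, 0.0945 for oestrogen response and 0.0838 for epithelium. No filter gave 0.0410 for immediate early genes. The cause of these 4 was not tested. Endothelium gave -0.00567 on the TPM scale and -0.000602 after centring. Centring subtracts the median of all genes (0.0007) from a value near 0, so that change of sign is fixed by construction, and the shift on the TPM scale is of similar kind.

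The TPM scale changes the unit, so levels and thresholds move by construction. It gave 1378 genes at 100 or more, an SD of 0.590 and 736 genes at least 2-fold apart, 360 of them higher in uterus 2. The median of all log2 ratios moved only from 0.0007 to -0.0048. List medians became 95.1 (progesterone and receptivity), 22.1 (oestrogen response), 65.8 (epithelium), 9.78 (glands), 1146 (stroma), 667 (smooth muscle), 71.4 (endothelium), 44.9 (leukocytes), 0.679 (ovary and oviduct), 0.648 (decidua), 0.834 (blastocyst), 12.5 (immediate early), 28.9 (cell division), 1768 (ribosomal protein) and 62.3 (histone).

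Leaving out members listed at 0 in either library raised list medians by construction, to 6.69 RPKM for red blood cells, 0.997 for fat, 3.40 for ovary and oviduct, 1.26 for decidua, 0.531 for blastocyst (within 1 SD), 767 for ribosomal protein and 35.3 for histone genes.

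Low genes set the spread. The SD was 0.537 with a pseudocount of 0.01 and 0.313 with 1, the latter leaving 153 genes at least 2-fold apart. It was 0.666 with 1421 such genes at a mean of 0.1 RPKM, 0.603 with 1846 without a filter, and 0.271 with 48 at a mean of 10 RPKM. Pearson's r was 0.901 and 0.987 with pseudocounts of 0.01 and 1, 0.968 at a mean of 1 RPKM and 0.984 over all genes. Spearman's rho was 0.980 and 0.982 over these last sets.

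With NM_ identifiers alone, chosen after seeing the data, r was 0.972, rho 0.987, the SD 0.366, the 2-fold count 232 (122 higher in uterus 2) and the share of the 10 highest genes 6.13%. All annotated rows gave 14.6% for that share. Leaving out either library kept both counts of genes within 1.5 times of their value. For means of 2 libraries the step to either one is under 1 SD by construction and says nothing about stability. Summing repeated symbols and leaving out mitochondrially encoded genes changed nothing, since the table holds neither. No paired analysis was possible because there is 1 group.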

Other observations

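Of the tests in this part, those of counting noise, of plasma cell and liver transcripts, and of GC content were stated before their results were seen. All others were chosen afterwards. The design has 1 group, so no biological explanation is tested against another group, and a difference between 2 animals stays open throughout.

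Counting noise does not account for the 351 genes at least 2-fold apart with recovered reads, since simulations with 1 level per gene gave 233.17 on average and at most 266. With 1 library per animal, library preparation and the animals themselves were not separated.

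Small nucleolar and Cajal body RNAs were lower in uterus 2. Of 95 with a mean of at least 1 RPKM, 63 were lower, and their median log2 ratio of -0.45 lay below all 10000 random lists matched on reads. Their summed reads were 5913 and 4289, a log2 ratio of -0.61 after scaling (95% bootstrap interval -0.95 to -0.42). Lower expression of the genes that hold them is argued against, since the 65 host genes had a median log2 ratio of 0.047 (0.033 to 0.092). A loss of short molecules in library 2 is a candidate explanation that these data cannot decide. The 196 other short entries under 200 bases, 187 of them microRNA hairpins, held 781 and 540 reads, a log2 ratio of -0.68 (-1.05 to -0.21), and -0.43 (-0.74 to -0.13) without Rnu12, which had the most reads. This measure replaced a first form of the test, the median of those entries (-0.15). That form was set aside after its value was seen, because the median entry held 1 read in uterus 1, and 1 read in each library gives about that ratio. The measure was therefore chosen late. Mir1949 alone held 91 and 33 of these reads and was not left out. Reads on a hairpin may also come from longer transcripts that span it, so these entries need not stand for short molecules.

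Rmrp, Rpph1 and Rn45s, RNAs without a poly-A tail, were among the 10 highest genes. Their levels are not an effect of short length on a few reads: they held 2.83% of recovered reads on average and ranked 5, 7 and 2 among 17236 genes with reads. RNA without a poly-A tail may have entered the libraries. Histone genes, whose main transcripts also lack one, had a median of 26.3 RPKM, above the 12.2 RPKM of the cell division list. That cannot decide it, since no expected level was set for either list. Of the cell division genes, Top2a at 60.9 RPKM and Mki67 at 29.5 RPKM lay above the histone median, and the others below it. Polyadenylated histone transcripts were not told apart here.

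The histone list was lower in uterus 2. GC content as the whole cause is argued against: among random lists matched on level and GC, the median of the 54 histone genes with a sequence (-0.16) lay below all 10000 (percentile 0), whose central 95% ran from -0.10 to 0.03. GC did go with the ratio across genes (Spearman's rho -0.145, genes not being independent). Fewer dividing cells in uterus 2 remains open, since the 6 cell division genes had a median of 0.053 with an interval from -0.17 to 0.24 that includes the histone value. Less RNA without a poly-A tail in library 2 also remains open. The small nucleolar RNAs moved the same way (-0.45), but their short length cannot be told apart from the missing tail. The 3 abundant RNAs without a tail went both ways, with log2 ratios of -0.25 for Rmrp and -0.48 for Rn45s but 0.44 for Rpph1, on 16952 and 25565 reads.

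The globin entries of the red blood cell list were listed at 0. Absence of blood is argued against by Beta-s, another beta globin entry, at 39.9 RPKM on at least 10 and 13 reads. Among red cell markers fixed before the test, Alas2 lay at 6.69 RPKM and Bpgm, which other tissues also express, at 7.33 RPKM, while Slc4a1 and Epb4.2 held at most 2 reads in either uterus. Reads in overlapping gene models may not have been counted. Hbb-b1 and Hbb-b2 overlap another entry, and so does Rpl26. Of 114 protein-coding entries outside large families that overlap another by at least 80%, 78.1% were at 0, against 13.2% of 18055 others. Hba-a1 and Hba-a2 overlap no other entry. They share 67.5% and 86.9% of their 50-base words with another gene, and whether uncounted shared reads account for their zeros remains open.

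Of 68 histone genes, 10 were listed at 0. Uncounted reads of near-identical copies may be the source: all 6 genes that share at least 90% of their 50-base words with another gene were at 0, against 4 of 60 others that share less (Fisher's exact test, two-sided p 2.3e-06). The other 4 are not covered by this.

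Igj was higher in uterus 2. More plasma cells there are a candidate explanation. Of 8 other markers fixed before the test, 7 had a mean of at least 1 RPKM. Their median log2 ratio was 0.65, above all 10000 random lists (percentile 100), and 6 of 7 were higher. Tnfrsf17, left out by that filter, held 0 reads in uterus 1 and 4 in uterus 2. Xbp1, the most abundant, went from 79.04 to 124 RPKM, whereas Prdm1 moved the other way (-0.14). Mzb1, Pou2af1, Derl3 and Cd79a, at most 33 reads each, carry the rest. None of the 7 rose as much as Igj, whose log2 ratio was 2.11, and the largest was 1.20 for Cd79a. More plasma cells alone may therefore not account for the whole Igj difference. At least Xbp1, Sdc1 and Prdm1 are also expressed by epithelial cells, so a secretory epithelium stays open.

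The gland list was higher in uterus 2 without a filter on low values, with a median of 0.60 over 4 genes at percentile 99.65. Chance cannot be told apart from a difference here. Without the filter, 0.7% of random lists lay as far out on either side, and times the 18 lists with a median this comes to 12.6%. A first count used fewer lists, left out lists with a main value and came out lower. The call therefore depends on a number of lists settled late.

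Serpina1e was read in uterus 1 alone. Liver RNA is argued against by Ttr and Alb, out of 6 liver transcripts fixed before the test. Ttr held 20 reads in uterus 1 and 28 in uterus 2, and Alb held 0 and 1. All 6 summed to 20 and 29 reads. The others, Apoa1, Apoa2, Fgb and Serpina3k, were listed at 0 in both uteri, which is not read as absence. A shift of reads between copies as the whole cause is argued against too, since the 6 Serpina1 copies summed to 26.2 RPKM in uterus 1 and 3.57 RPKM in uterus 2. What remains was not tested.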
